A study of Mus musculus with 8 samples.

How the data were processed

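Expression was measured on 8 single-colour arrays, 1 array per sample, from alveolar epithelial cells type I (AECI) and type II (AECII) isolated by FACS from mouse lungs at E18.5. Pregnant females received tamoxifen at E14.5 and E15.5. The experimental embryos carried the floxed Fgfr2b allele, and control embryos came from a separate set of pregnant females treated in the same way, so genotype and litter cannot be told apart in these arrays. Per the labels, amplified cDNA (2 µg per sample) was labelled with Cy5. The sort gate and the number of embryos per sample are not given in the sources used here. The 4 groups (AECI control, AECI experimental, AECII control, AECII experimental) held 2 arrays each, and group and replicate number were taken from the sample titles. The labels do not say that replicates came from separate animals, so p-values measure the spread between these samples.

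The deposited values are log2 signals that the authors had already normalized between arrays. The submitters' processing notes name limma without a version, and the background correction and the scanner settings are not given in the sources used here. The log base was inferred from the values, which ran from 1.34 to 16.0, the top being the log2 of a 16-bit scanner limit (16.0). The sorted values of any 2 arrays differed by at most 0.0056, so no further normalization was applied. The values are not centred per gene. No detection flag was used, so dim spots carry no statement about background, and the number of arrays limits the precision.

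Of 62976 spots, 43941 (69.8%) had 1 gene symbol in the platform annotation, 0 had several and 19035 had none. Symbols were updated with the RefSeq annotation of GRCm38.p6: 33704 spots were named through their accession, 9767 had a current symbol, 463 were renamed through a synonym and 7 kept the annotation's symbol. This changed the symbol of 1887 spots. The median difference between spots of 1 accession was 1.36, against 2.88 for random spots. For the 11040 genes with several spots, the spot with the highest mean over the 8 arrays was used, which gave 24306 genes. A brightest spot can be unspecific: the Y-linked gene Kdm5d read 12.2 to 13.0 on every array, including those with low signal of the other Y-linked genes.

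The main test was limma (version 3.58.1, R 4.3.3): lmFit with 4 group means over all 8 arrays, contrasts, and eBayes without trend and not robust, with Benjamini-Hochberg adjustment within each of 5 contrasts and a threshold of adjusted p 0.05. The fit had 4 residual degrees of freedom and 2.26 prior degrees of freedom. Intervals are at 95%. Gene lists, 23 in all, were fixed before the data were examined and tested with camera at a preset inter-gene correlation of 0.01, adjusted over all lists and contrasts. An estimated correlation was used beside it. That version also rests on the 4 residual degrees of freedom of the fit, so its p-values rise even where the estimated correlation is small. AT1 and AT2 identity scores are the mean log2 value of a list per array, tested by the limma contrast of the score. Only these 2 scores, from the same arrays, entered that fit. Its spread was shared between them as if they were independent, and its adjustment covered these 2 scores alone. An exact permutation test of 2 arrays against 2 cannot go below p = 0.33 two-sided. No p-value is given for correlations across genes, since genes are not independent replicates. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

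Named genes followed a rule fixed before the data were examined. For each genotype contrast it takes Fgfr2 and up to 10 higher and 10 lower genes of largest log2 difference among those past the threshold with non-overlapping arrays, with free places filled by smallest p. For the other contrasts it takes 6 and 6. It adds from each list up to 4 members past the threshold or the members of smallest p, and a set of well known markers. Predicted genes, unnamed clones, and olfactory and vomeronasal receptors were passed over. Genes outside this rule are said to be chosen after their values were seen.

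The steps were tested on simulated data for the AECI genotype comparison, with the real means and spreads of 24306 genes and 200 genes changed, in 10 simulations. At a log2 change of 1, 2, 3 and 4 the test recovered 0%, 26.8%, 48.0% and 61.8% of changed genes, with 2.6 false calls on average. With a mean-variance trend in the prior it recovered 11.0%, 32.0%, 55.0% and 68.2%, with 3.1 false calls. A simulated shift of the AT1 list by -0.4 was called in 10 of 10 simulations. Genes were simulated as independent, while the estimated inter-gene correlation of the AT1 list in these arrays was 0.242. The simulations therefore do not show how reliable a list call is here.

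Alternatives were other normalizations, other rules for several spots per gene, filters on dim genes, other variance priors, array weights, fits to the compared groups alone, a block on the replicate number, other thresholds and leaving out each array. Alternatives that concern 2 arrays with a male expression pattern, crossed replicate numbers, normalization over genes and scores of all lists were chosen after seeing the data. Coordinates are not given, since the sources used here name no genome build for the array, and the GRCm38.p6 table served only for gene names and for which genes neighbour Fgfr2.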

Results

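The data describe AECI and AECII cells sorted from control and experimental mouse lungs at E18.5, after tamoxifen at E14.5 and E15.5. The series title names inhibition of Fgfr2b signalling in Sftpc-expressing cells. Every group held 2 arrays. The median over all spots was 5.18 on each array, as the authors' normalization sets it. Replicate arrays correlated with r of 0.951 to 0.978 across genes, and AECI with AECII arrays with r of 0.936 to 0.951. The median SD between replicates was 0.348 in AECI control, 0.32 in AECI experimental, 0.232 in AECII control and 0.228 in AECII experimental cells. It was larger for dim genes (0.501 in the dimmest 25% of AECI control) than for bright genes (0.163 in the brightest 25%). The lower quartile of spots was 3.07 on each array, and no detection call was used, so differences against a group mean below that level are approximate and have no order. The arrays differed in sex-linked transcripts. Xist, the transcript that silences an X chromosome in female cells, read 3.96 in AECI control replicate 1 and 6.53 in AECII control replicate 2, and 13.3 to 13.9 on the other 6 arrays. Eif2s3y, a Y-linked gene, read 10.6 and 10.4 on those 2 arrays and 4.33 to 5.93 on the others. Both arrays with this male pattern were controls. The median over the named genes was 0.117 higher in experimental than control AECI and 0.088 higher in AECII.

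Fgfr2, the gene that carries the targeted Fgfr2b isoform, was represented by 2 probes. On the brighter probe the log2 signal was 11.20 ± 0.24 in control and 11.23 ± 0.22 in experimental AECI (SD, n = 2), and 12.61 ± 0.018 in control and 12.29 ± 0.057 in experimental AECII. The genotype differences were 0.03 (SE 0.25, limma adjusted p = 0.976) and -0.32 (SE 0.25, adjusted p = 0.766). On the dimmer probe the means were 9.36 and 9.84 in AECI and 10.74 and 10.75 in AECII, control first. On the brighter probe the sign in AECI turned without AECI control replicate 1 (-0.141) and without AECI experimental replicate 2 (-0.127). It also turned when each array was centred on its median over genes (-0.089). On the dimmer probe the AECI groups did not overlap, at 9.30 and 9.42 in control and 9.80 and 9.88 in experimental cells. The labels do not say which exon was floxed, and a probe outside it checks nothing.

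**Figure D1:**
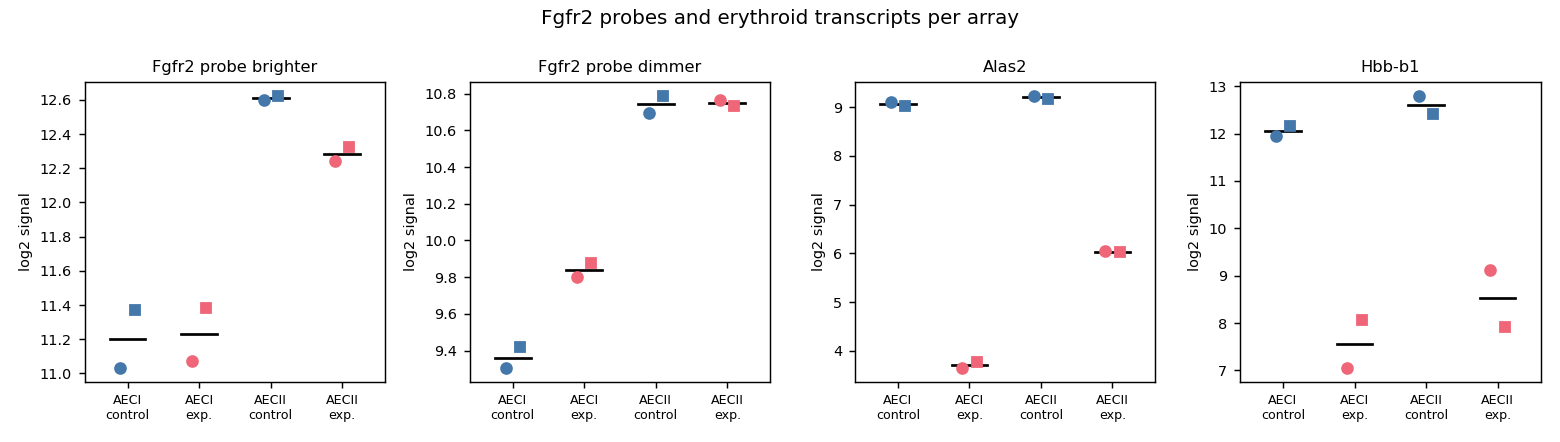
Log2 signal of both Fgfr2 probes, Alas2 and Hbb-b1 on each array (y axis) in the 4 groups (x axis), with circles for replicate 1, squares for replicate 2 and bars for group means; the y axes do not start at 0. Alas2 had means of 9.07 and 3.71 in control and experimental AECI and 9.20 and 6.04 in AECII.

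The comparison of control AECII with control AECI asks how the sorted populations differed in control lungs. Markers of AT1 cells, the flat cells of the gas exchange surface, were lower in AECII: all 34 measured members had negative differences, 28 passed over all genes and 33 adjusted over the list alone. Hopx was lower by 3.04 on the log2 scale (SE 0.27), Aqp5, a water channel, by 3.95 (SE 0.27) and Pdpn by 4.59 (SE 0.37). Markers of AT2 cells, the surfactant-producing cells, were higher in AECII, with 12 members past the threshold over all genes and 24 adjusted over the list alone. Sftpb rose by 1.59 (SE 0.29, limma adjusted p = 0.0479), Rab27a by 2.42 (SE 0.25) and Pon1 by 2.30 (SE 0.40). Sftpc, which encodes surfactant protein C, read 15.84 ± 0.055 in AECII and 15.49 ± 0.054 in AECI (adjusted p = 0.503), close to the top of the scale, where differences are compressed. Ager read 14.14 and 15.15 (adjusted p = 0.0697).

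Markers of airway cells were also higher in control AECII. In the ciliated list 9 members rose and 1 fell over all genes, and 16 rose and 1 fell adjusted over the list alone. Foxj1, the regulator of motile cilia, rose by 4.48 (SE 0.41), Dnah5, an axonemal dynein, by 5.31 (SE 0.80) and Tekt1 by 4.85 (SE 0.68). In the club and goblet list 7 members rose over all genes and 13 adjusted over the list alone, among them Scgb1a1 by 3.28 (SE 0.45) and Cyp2f2 by 2.44 (SE 0.26). Genes of sterol and fatty acid synthesis were higher in AECII, with 5 members past the threshold over all genes, including Fads1 by 2.06 (SE 0.31), Srebf1 by 1.68 (SE 0.24) and Gpam by 1.56 (SE 0.25). Mesothelial markers were lower in AECII, 5 of 11 past the threshold, with Upk3b lower by 5.35 (SE 0.58) and Msln by 3.72 (SE 0.31). Targets of YAP and TAZ were lower, 5 of 23 past the threshold, with Ccn2 lower by 4.42 (SE 0.38) and Ajuba by 4.14 (SE 0.30). Among targets of BMP and TGFb, 3 were lower and 1 higher, with Cdkn2b lower by 3.61 (SE 0.28) and Bambi higher by 1.83 (SE 0.29). Mesenchymal markers were lower in 3 members and higher in 1, with Sparc lower by 2.07 (SE 0.22) and Col6a1 higher by 1.95 (SE 0.33). Interferon response genes were lower in 2 members, Ifit2 by 3.32 (SE 0.56) and Bst2 by 2.02 (SE 0.28). Beyond the lists, Kndc1, Efcab10, Cfap65 and Adgb were higher in AECII by 6.34, 5.31, 5.04 and 4.97, and Ust, Tent5b, Cpe, Stx11 and Zbtb8b were lower by 5.63, 5.33, 5.31, 5.22 and 5.03. The dimmer group lay below the lower quartile of spots for Kndc1, Efcab10, Adgb, Ust, Tekt1 and Upk3b. Among FGF ligands and receptors, Fgfr2 was higher by 1.41 (SE 0.25), and Fgf1 and Fgf18 were lower, Fgf18 by 3.80 (SE 0.31).

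In all, 316 genes were higher and 373 lower in control AECII by limma, and 1006 and 914 with a mean-variance trend in the prior. With the replicate number as a block, which joins control arrays of opposite sex pattern, 108 were higher and 203 lower. With crossed numbers in the AECII controls as a block, chosen after seeing the data, 66 were higher and 149 lower. By camera 10 of 23 lists shifted, with adjusted p = 2.65e-40 for AT1, 8.08e-17 for AT2, 8.16e-11 for ciliated, 3e-10 for club and goblet, 1.67e-11 for sterol, 1.2e-05 for mesothelial, 1.34e-05 for YAP and TAZ, 0.000925 for mesenchymal, 0.00239 for BMP and TGFb and 0.0176 for interferon lists. No list in any of the 5 contrasts held with an estimated correlation. That version rests on few degrees of freedom and can hardly be passed here. For the sterol list its camera p was 0.00144, against 7.24e-13 with the preset 0.01, though the estimated correlation was 0.004. A failure in it therefore does not by itself tell whether correlation between genes accounts for a call. Lists of larger estimated correlation lost more, however. The camera p of BMP and TGFb targets here rose from 0.000539 to 0.0256 (correlation 0.01). That of interferon genes in the AECI genotype contrast rose from 0.000609 to 0.259 (correlation 0.283). Calls of the AT1, ciliated and interferon lists (0.242, 0.234 and 0.283) thus lean more on the preset 0.01. The adjusted p with an estimated correlation was 0.185 for AT1, AT2, club and mesothelial lists, 0.225 for ciliated and YAP, 0.119 for sterol, 0.193 for mesenchymal and BMP and 0.635 for interferon lists. The interferon call (median -0.62) ended without AECI control replicate 1 (0.040), and also without AECII control replicate 1 (-0.220). The BMP and TGFb call (median -0.51) ended without AECI control replicate 2, at a median no smaller in size (-0.532). The count of genes fell to 0 without either AECII control array, to 173 and 193 without AECI control replicate 1 and replicate 2 and to 152 without either AECII experimental array. In such fits the lone array was assumed to vary like the other groups.

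The same comparison in experimental lungs asks how the populations differed in lungs with the floxed genotype. AT1 markers were again lower in AECII, with 27 of 34 past the threshold over all genes and 32 adjusted over the list alone. Spock2 was lower by 5.60 (SE 0.49), Rtkn2 by 4.72 (SE 0.24), Aqp5 by 4.65 (SE 0.27) and Pdpn by 4.32 (SE 0.37). AT2 markers rose in 4 members over all genes and 21 adjusted over the list alone, including Pon1 by 2.68 (SE 0.40), Fabp12 by 2.06 (SE 0.27) and Hc by 1.95 (SE 0.25). Ciliated markers rose in 15 members and fell in 1, with Fam183b higher by 6.75 (SE 0.46), Ccdc153 by 5.71 (SE 0.72) and Cfap52 by 4.35 (SE 0.36). Club and goblet markers rose in 7 members, with Scgb1a1 higher by 2.95 (SE 0.45), Aldh1a1 by 2.69 (SE 0.32) and Sox2 by 3.85 (SE 0.49). Cell cycle genes were lower in AECII by a median of 0.78, with 1 member past the threshold over all genes and 4 adjusted over the list alone, Rrm2 being lower by 1.67 (SE 0.26). Mesothelial Upk3b was lower by 6.98 (SE 0.58), mesenchymal Col3a1 and Col1a1 by 2.14 (SE 0.24) and 1.95 (SE 0.30), and Ccn2 by 4.60 (SE 0.38). Beyond the lists, Efcab10, Meig1, Tmem212 and Adgb were higher by 6.56, 6.43, 6.11 and 5.79, and Zbtb8b, Misp3, Wnt7a and Wnt3a were lower by 5.28, 5.04, 5.02 and 4.87. The AECI means of these 4 higher genes, Fam183b and Sox2, and the AECII mean of Upk3b, lay below the lower quartile of spots. Alas2 was higher in AECII by 2.33 (SE 0.22).

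Limma called 310 genes higher and 308 lower, and 1375 and 1310 with the trend. By camera 10 lists shifted: AT1 (adjusted p = 2.77e-32), AT2 (1.11e-12), cell cycle (5.95e-06), ciliated (1.94e-11), club and goblet (2.57e-06), mesenchymal (8.5e-05), mesothelial (2.57e-06), sterol (9.5e-10), YAP and TAZ (0.000703) and BMP and TGFb (0.000653). With an estimated correlation the adjusted p was 0.185 for AT1, AT2, club, mesenchymal, mesothelial and BMP lists, 0.217 for cell cycle, 0.225 for ciliated, 0.119 for sterol and 0.29 for YAP lists. The count was 0 without either AECII experimental array, 46 and 101 without AECI experimental replicate 1 and replicate 2, and 169 without either AECII control array. Differences in control and experimental lungs correlated across genes with r = 0.50, and 350 genes were called in the same direction in both, against 8.76 for independent lists. Both comparisons used the same estimate of spread per gene, so the lists are not independent and 8.76 is only a rough guide.

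**Figure D2:**
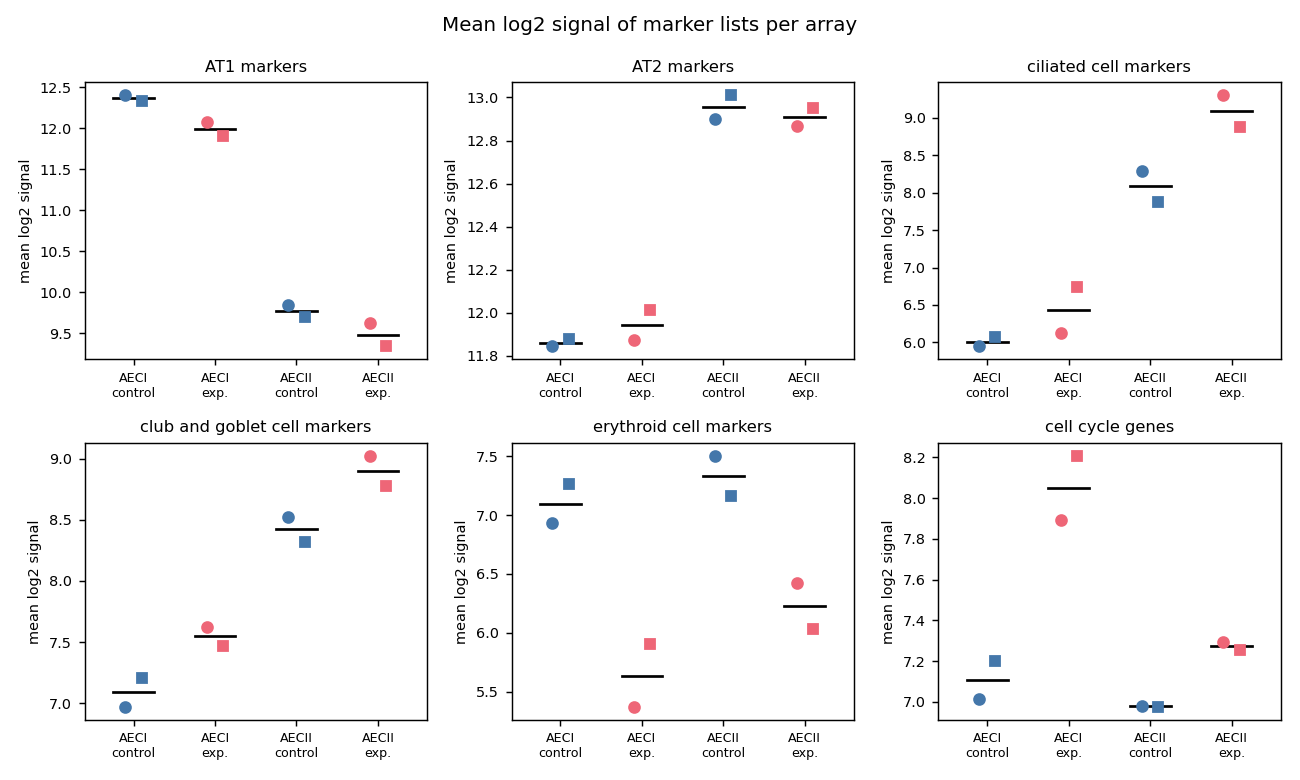
Mean log2 signal (y axis) of 6 marker lists on each array in the 4 groups (x axis), with circles for replicate 1, squares for replicate 2 and bars for group means; the y axes do not start at 0. AT1 means were 12.37 and 11.99 in control and experimental AECI and 9.77 and 9.48 in AECII, and ciliated means in AECII were 8.09 and 9.09.

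The comparison of experimental with control AECI asks what the floxed genotype changed in cells sorted as AECI. Alas2, the erythroid enzyme that starts heme synthesis, fell by 5.36 on the log2 scale (SE 0.22, limma adjusted p = 0.00428), from 9.07 ± 0.058 to 3.71 ± 0.090 (SD, n = 2). The lower level was under the array median of 5.18, so the size of the fall is approximate. No other gene passed the threshold. Alas2 itself did not pass in any of the 8 fits without 1 array, where its difference was -5.42 to -5.30 and the lone array was assumed to vary like the other groups. Nor did it pass in the fit to the AECI groups alone, with the male pattern as a covariate, or without both arrays of male pattern. Adult globins did not pass: the differences were -4.49 for Hbb-b1 (SE 0.51), -4.32 for Hba-a2 (SE 0.62) and -3.67 for Hbb-b2 (SE 0.53), each at adjusted p = 0.217. Globin copies are near-identical, so their values are uncertain. The erythroid list was lower by camera (median -0.375, adjusted p = 3.41e-05, or 0.225 with an estimated correlation), with 6 of 19 members lower adjusted over the list alone. Cell cycle genes were higher, with 38 of 41 members above 0 and a median of 0.92 (camera adjusted p = 1.66e-09, or 0.185 with an estimated correlation). None passed over all genes and 8 passed adjusted over the list alone. Ccna2, which drives S phase, differed by 2.13 (SE 0.39), Birc5 by 1.75 (SE 0.39) and Mki67, a proliferation marker, by 0.99 (SE 0.30). AT1 markers were lower, with 1 of 34 members above 0 and a median of -0.40 (adjusted p = 1.36e-06, or 0.351 with an estimated correlation). No member passed over all genes or over the list alone. Sema3a differed by -1.05 (SE 0.24), Sema3b by -0.99 (SE 0.26) and Aqp5 by -0.94 (SE 0.27), and Ager, Hopx and Pdpn by -0.08, -0.23 and -0.44.

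Smaller shifts were called in 5 further lists. Club and goblet markers had a median of 0.32 (adjusted p = 0.00444, or 0.251 with an estimated correlation), with Cyp2f2 at 1.15 (SE 0.26). Mesenchymal markers had a median of 0.58 (adjusted p = 0.0187, or 0.243 with an estimated correlation), with Col3a1 at 1.25 (SE 0.24) and Fbn1 at 1.57 (SE 0.33). Sterol and fatty acid genes had a median of 0.40 (adjusted p = 0.0466, or 0.243 with an estimated correlation), with Fads1 at 1.43 (SE 0.31). Targets of YAP and TAZ had a median of -0.33 (adjusted p = 0.0287, or 0.484 with an estimated correlation), with F3 at -1.05 (SE 0.25). Interferon response genes had a median of -0.41 (adjusted p = 0.0026, or 0.572 with an estimated correlation), with Ddx58 at -1.52 (SE 0.38). All 5 calls ended without AECI control replicate 1, one of the arrays with a male pattern, when the medians were 0.301, 0.323, 0.262, -0.257 and -0.175 in that order. The mesenchymal and interferon calls also ended without AECI experimental replicate 1 (0.526 and -0.129), the YAP call without AECI experimental replicate 2 (-0.361), and the sterol call in every fit without 1 array except that without AECI control replicate 2 (0.262 to 0.396). With both arrays of male pattern left out, 3 lists remained past the threshold, and the medians of AT1, cell cycle and erythroid lists were -0.349, 0.827 and -0.884, the last against -0.375 with all arrays.

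Targets of FGF and ERK signalling, the pathway that Fgfr2b activates, did not shift in AECI (camera adjusted p = 0.645). No member passed over all genes, and 2 were higher adjusted over the list alone. Etv5 differed by 0.05 (SE 0.27), Spry2 by 0.13 (SE 0.28) and Dusp6 by -0.16 (SE 0.28), and Pcsk6, Ccnd1 and Spred3 by 2.14 (SE 0.43), 1.37 (SE 0.34) and 1.24 (SE 0.25). Spred3 passed with the trend (adjusted p = 0.0354). AT2 markers did not shift (adjusted p = 0.742), with Sftpc at 0.07 (SE 0.22). Sftpc lies close to the top of the scale, where differences are compressed, so its value says little. Of the other places of the rule, none passed. The smallest p among higher genes belonged to Hs3st3b1, Pmis2, Gsta2, Lgi2 and Clec2f, and among lower genes other than Alas2 and the globins to Tec, Uxs1, Pla2r1, Zfp318 and Gapdhs, with adjusted p between 0.195 and 0.217. Control means of Hs3st3b1, Pmis2, Gsta2 and Clec2f and experimental means of Tec and Pla2r1 lay below the lower quartile of spots. By limma 3022 genes had an unadjusted p under 0.05, against 1215 by chance, and 9688 genes (39.9%) had non-overlapping groups, against 33.3% by chance. With a mean-variance trend in the prior 40 genes were higher and 34 lower. Among them, chosen after their values were seen, were Irx3 (1.78, SE 0.30), Nfix (1.16), H19 (1.26), Cxcl16 (-1.31) and Neat1 (-1.42, SE 0.24).

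In AECII the same comparison gave 0 genes past the threshold by limma, with 2002 genes at an unadjusted p under 0.05, against 1215 by chance, and 61 with the trend. Groups did not overlap for 11436 genes (47.05%), against 33.3% by chance, a larger share than in AECI. All groups shared 1 estimate of spread per gene, while AECI replicates varied more than AECII replicates. The counts therefore do not tell in which population the genotype difference was larger. Ciliated markers were higher in experimental AECII, with 23 of 27 members above 0 and a median of 1.22 (camera adjusted p = 1.09e-08, or 0.248 with an estimated correlation). Over the list alone 8 members rose. Fam183b differed by 1.76 (SE 0.46), Rsph4a by 1.68 (SE 0.31), Cfap52 by 1.42 (SE 0.36) and Foxj1 by 1.14 (SE 0.41). In AECI the list did not pass (adjusted p = 0.113), with 19 of 27 members above 0, a median of 0.47, and 5 members higher and 1 lower adjusted over the list alone. Foxj1 differed there by 1.73 (SE 0.41) and Cfap52 by -2.05 (SE 0.36). Club and goblet markers had a median of 0.35 (adjusted p = 0.0399, or 0.374 with an estimated correlation), with Scgb1a1 at 0.63 (SE 0.45). That call ended without AECI control replicate 1 or replicate 2 (0.353 for both), without AECII experimental replicate 1 (0.313) and without AECII control replicate 2 (0.400). AT1 markers were lower, with 7 of 34 members above 0 and a median of -0.24 (adjusted p = 0.00026, or 0.484 with an estimated correlation), 6 lower and 1 higher adjusted over the list alone. Rtkn2 differed by -1.82 (SE 0.24), Aqp5 by -1.64 (SE 0.27) and Sema3a by -1.03 (SE 0.24), and Ager, Hopx and Pdpn by -0.09, 0.07 and -0.17. The AT1 call ended without AECII experimental replicate 2 (median -0.085).

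Erythroid markers were lower in AECII too (median -0.195, adjusted p = 3.41e-05, or 0.225 with an estimated correlation), with 6 members lower adjusted over the list alone. Alas2 differed by -3.16 (SE 0.22, adjusted p = 0.11), Hbb-b1 by -4.08 (SE 0.51) and Hbb-b2 by -3.08 (SE 0.53). Endothelial markers had a median of 0.38 (adjusted p = 0.0174, or 0.217 with an estimated correlation), with Kdr at 1.22 (SE 0.29). Many of these sit at low signal, the list's median being 4.84, and the call ended without AECII experimental replicate 1 (0.484). Genes of dissociation and the immediate early response had a median of -0.13 (adjusted p = 0.00961, or 0.193 with an estimated correlation), and the call ended without AECII control replicate 1 (-0.230). Hspb1 differed by -1.50 (SE 0.52), which rested largely on AECII experimental replicate 2: it read 8.50 there, 10.045 in replicate 1, and 10.8 in both controls. Hspa1a was also low on that array, at 10.36 against 12.79 in replicate 1. FGF and ERK targets did not shift (adjusted p = 0.795), with Etv5 at -0.21 (SE 0.27), Spry2 at 0.10 (SE 0.28) and Dusp6 at -0.03 (SE 0.28), while Ccnd1 differed by 3.22 (SE 0.34, adjusted p = 0.354). Ccnd1 was the 1 member higher adjusted over the list alone, and it passed with the trend (adjusted p = 0.00436). AT2 markers did not shift (adjusted p = 0.414), with Sftpc, compressed near the top of the scale, at 0.01 (SE 0.22) and Sftpb at -0.08 (SE 0.29). Other genes named by the rule, none past the threshold, were Slc13a3, Cldn8, Ctla2b, Ccdc65, Meig1, Cfap299, Dynlt1c, Agr3 and Irx3 on the higher side, and Zdhhc22, Neat1, Tmprss7, Alpk2, Shank3 and Kcnma1 on the lower side. With the most variable probe per gene the sign turned for Shank3 (0.60) and Kcnma1 (0.121). With both arrays of male pattern left out, the ciliated, AT1, erythroid and endothelial medians were 1.012, -0.382, -0.359 and 0.511, the erythroid one against -0.195 with all arrays.

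Whether the genotype effect differed between populations was tested as the difference of differences. No gene passed by limma, with or without the trend, and 2095 genes had an unadjusted p under 0.05, against 1215 by chance. The smallest adjusted p was 0.538. The rule named Meig1 (3.62, SE 0.41), Cldn8 (3.18, SE 0.35) and Uxs1 (3.09, SE 0.43) on the higher side and Clec2f (-3.71, SE 0.45), Oog1 (-3.50, SE 0.50) and Hs3st3b1 (-3.48, SE 0.53) on the lower side. All of these except Uxs1 had a group mean below the lower quartile of spots. By camera 4 lists differed. The medians were -0.75 for cell cycle (adjusted p = 0.00026, or 0.248 with an estimated correlation), 0.68 for ciliated (0.0466, or 0.655 with an estimated correlation), -0.95 for basal (0.013, or 0.249) and 0.30 for endothelial markers (0.0118, or 0.203). The ciliated call ended in the fits without 1 array except those without AECII control replicate 1, AECI experimental replicate 2 and AECII experimental replicate 2, with medians of 0.201 to 0.721. The basal call ended without AECI control replicate 1 (-0.741) or AECI experimental replicate 1 (-0.344), and the endothelial call without AECI experimental replicate 1 (0.404) or AECI control replicate 2 (0.495).

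Across genes the genotype differences in AECI and AECII correlated with r = 0.139 and Spearman's rho of 0.099, and with r = 0.22 over the brighter 12153 genes. The covariance was 0.0625, and 53.5% of genes had the same sign. The main test called too few genes to compare. With the trend, 3 genes were higher in both populations, against 0.0214 for independent lists, and 13 were lower in both, against 0.0671. The 2 contrasts used the same estimate of spread per gene, and the labels do not say whether AECI and AECII arrays share animals. The lists are thus not independent, and more overlap than these figures can arise without a shared genotype effect. The higher genes, chosen after their values were seen, were Irx3, a transcription factor (1.78 and 2.02), H19, an imprinted transcript (1.26 and 0.99), and Dynlt1f (1.09 and 1.21), which has close copies. The lower genes included Alas2, the globins, Neat1, a nuclear long noncoding RNA (-1.42 and -2.09), Cxcl16 (-1.31 and -1.05), Pi4k2b (-1.35 and -1.10), Snhg11 (-1.67 and -1.56), Spaca6 (-1.42 and -1.29) and Srsf11 (-0.93 and -0.77). The correlation was 0.077 without AECI control replicate 1, 0.092 without AECI experimental replicate 1 and 0.097 without AECII experimental replicate 2.

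**Figure D3:**
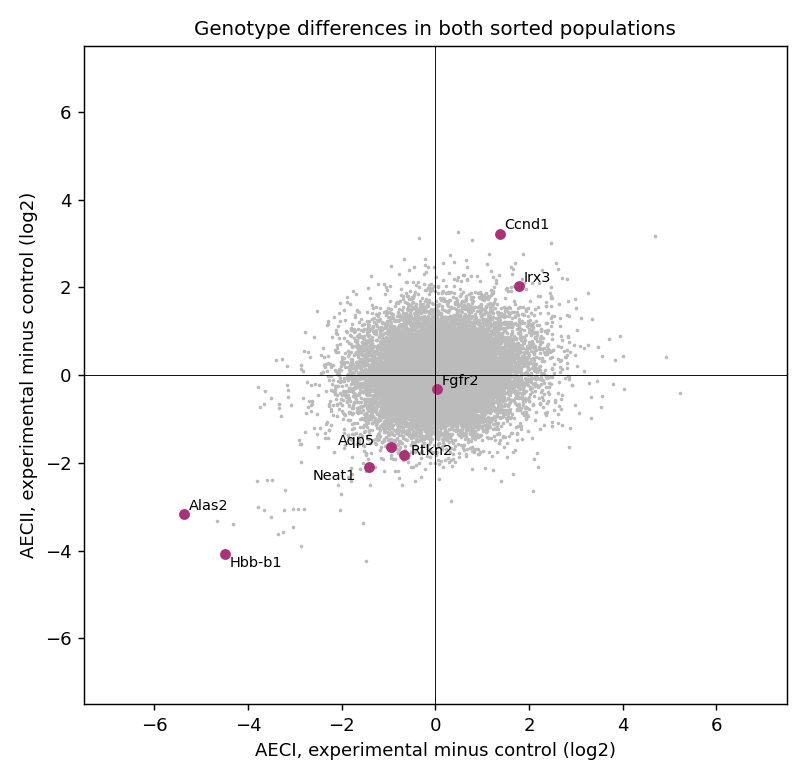
Each grey point is a gene, placed by its log2 difference between experimental and control cells in AECI (x axis) and AECII (y axis), with 8 genes marked. Alas2 lies at -5.36 and -3.16, Ccnd1 at 1.37 and 3.22 and Fgfr2 at 0.03 and -0.32.

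The AT1 identity score was 12.37 ± 0.054 in control and 11.99 ± 0.124 in experimental AECI (SD, n = 2), a difference of -0.38 (95% interval -0.63 to -0.12, limma adjusted p = 0.0194). In AECII it was 9.77 ± 0.099 and 9.48 ± 0.200, a difference of -0.29 (-0.55 to -0.03, adjusted p = 0.0649). The AT2 score differed by 0.08 in AECI (-0.16 to 0.32) and by -0.05 in AECII (-0.29 to 0.20). The genotype effects on the AT1 and AT2 scores did not differ past the threshold between populations (0.09 and -0.13, adjusted p = 0.59 for both). The AECI call for AT1 ended without AECI control replicate 1 (-0.339), AECI control replicate 2 (-0.415) or AECI experimental replicate 2 (-0.289), and the AECII difference passed without AECII experimental replicate 1 (-0.430) and was -0.147 without AECII experimental replicate 2. With scores of all 23 lists in 1 fit, chosen after seeing the data, the AT1 score passed in neither population (adjusted p = 0.0635 in AECI and 0.133 in AECII). That fit called 5 lists in AECI, the cell cycle, club and goblet, mesenchymal, erythroid and sterol lists, and 6 in AECII, the ciliated, club and goblet, endothelial, erythroid, dissociation and sex-linked lists. For the difference of differences it called 2, the cell cycle and endothelial lists.

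Lists called in 1 population did not pass in the other, where the medians were -0.15 for endothelial and -0.20 for dissociation lists in AECI, and 0.28 for cell cycle, 0.19 for mesenchymal, 0.27 for sterol, -0.16 for YAP and TAZ and -0.09 for interferon lists in AECII. The remaining lists shifted in neither genotype contrast by camera. By its score, sex-linked genes were lower in AECII (-0.68, limma adjusted p = 0.00209). That score averages Xist with Y-linked genes and does not measure sex: it was 7.73 in AECII control replicate 1, of female pattern, 7.84 in AECII control replicate 2, of male pattern, and 7.08 and 7.13 in the experimental arrays. In AECI and AECII the medians were 0.05 and -0.02 for distal tip progenitor genes, 0.08 and -0.17 for FGF receptors and ligands, 0.94 and -0.21 for basal markers, -0.09 and 0.00 for neuroendocrine markers, -0.05 and 0.29 for leukocyte markers and 0.66 and 0.16 for mesothelial markers. They were 0.03 and 0.20 for p53 targets, -0.21 and 0.02 for Wnt targets, 0.05 and 0.03 for BMP and TGFb targets and -1.06 and -0.52 for sex-linked genes.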

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

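The tests of cell makeup and of male embryos below were chosen after the results they bear on were seen, as were the fits without the arrays of male pattern. By camera on the difference of differences, 4 lists were called as differing in genotype effect between AECI and AECII. Cell cycle genes had a median of -0.753 (AECII effect minus AECI effect), ciliated markers of 0.68, basal markers of -0.953 and endothelial markers of 0.299. None of these held with an estimated correlation, a test that few degrees of freedom make hard to pass. With scores of all 23 lists in 1 fit, cell cycle and endothelial lists passed (limma adjusted p = 0.0329 and 0.012). Ciliated and basal lists did not pass there (0.248 and 0.139). The basal score was 7.494 in AECI experimental replicate 1 but 6.422 in replicate 2. Among spots without a gene name, which the comparisons of genes do not use, 2 passed the limma threshold in control AECII minus AECI, and 202 did with the trend. The other contrasts gave 0 such spots by limma, and 101, 129, 609 and 0 with the trend in AECI genotype, AECII genotype, experimental AECII minus AECI and the interaction.

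Ciliated markers were higher and AT1 markers lower in experimental than control AECII. The 2 arrays of male pattern do not account for the ciliated difference, since its median without them was 1.01. The SE over its 27 members was 0.139, which is not a spread between arrays, and each control group then held 1 array. A larger share of ciliated cells in the experimental AECII sort may account for the ciliated part: all 16 members at least 2-fold higher in control AECII than AECI were higher, with a median of 1.45. Fewer AT1 cells carried into that sort stay open only as a share of the AT1 part. The 22 members at least 4-fold higher in control AECI had a median of -0.311 (SE over members 0.142), near that of the whole list (-0.236). Of these 22, 18 lay below 0. Their SD over members was 0.668 against a root mean square SE of 0.306, so they did not move alike. A like fall was predicted, so these values argue against fewer carried AT1 cells as the only source. A change within cells and the separate control litters stay open for both parts, and the sort gate is not given in the sources used here.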

How the results depend on the processing

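Gene-level normalization, the treatment of the arrays of male pattern and crossed replicate numbers were chosen after seeing the data. Of the alternatives for the results that answer a comparison, 269 stayed the same, 74 moved, 4 passed newly, 5 no longer passed and 8 reversed. A count stayed the same within a fixed ratio to the main count, whichever genes it held, and the shared r within 0.0294. Counts or r outside these bounds moved. Other results stayed the same if they kept direction and side of the threshold. The experimental sort with the mean of probes stayed the same at 770 genes, of which 477 were shared with the main test. For single genes and lists 2447 kept direction and side of the threshold, 55 passed newly, 240 no longer passed and 2 reversed. Quantile normalization of the deposited spots left the counts of genes as they were and median centring took 1 gene from the experimental sort (617), the values being already matched between arrays. Counts are given as AECI genotype, AECII genotype, control AECII minus AECI and experimental AECII minus AECI, in that order, where all 4 moved. They were 74, 61, 1920 and 2685 with the trend and 96, 74, 1957 and 2747 with trend and robust prior. With the dimmest 50% left out they were 2, 4, 1586 and 2360, and with the dimmest 25% left out the last 3 were 1, 1135 and 1468. These filters cut the number of genes tested and also took the dimmest genes out of the variance prior. Which of these raised the counts was not tested. The trend kept all 24306 genes and gave higher counts still. The sort counts were 426 and 398 with the most variable probe and 1414 and 2166 at adjusted p 0.1. With array weights AECII genotype gave 1. Fits to the compared groups alone gave 0 for AECI genotype and both sort contrasts, with fewer samples behind the spread. The male pattern as a covariate gave 0 for AECI genotype and 371 and 301 for the sorts. Leaving out both arrays of male pattern gave 0 for these 3, and with the trend 85, 10 and 2895 for AECI genotype, AECII genotype and experimental AECII minus AECI, and 1 for the interaction. It also gave 3 lists in AECI, 2 in the interaction, a shared r of 0.086, and reversed Fgfr2 in AECI (-0.141) and the AT2 score in AECII (0.011). The AT1 score in AECI no longer passed there (-0.339), nor with quantile normalization over genes (-0.34). The AT1 score in AECII passed with the mean of probes (-0.263) and with median centring over genes (-0.376). That centring reversed Fgfr2 (-0.089) and the AT2 score (-0.036) in AECI, and the most variable probe reversed the AT2 score in AECI (-0.059), Shank3 (0.6) and Kcnma1 (0.121) in AECII. With 25% and 50% of dim genes left out the shared r was 0.174 and 0.22, and 2 interaction lists passed with 50% left out. With an estimated inter-gene correlation, a test that few degrees of freedom make hard to pass, 0 lists passed in all 5 contrasts. Except where given, the cause was not tested. With 1 array left out, counts ran from 0 to 463 (control sort) and 0 to 586 (experimental sort), and were 0 for both genotype contrasts and the interaction. Lists ran from 3 to 8 in AECI and 1 to 5 in the interaction, Fgfr2 in AECI from -0.141 to 0.198 and the shared r from 0.077 to 0.155. The AT1 score ran from -0.465 to -0.289 in AECI and -0.43 to -0.147 in AECII, and the AT2 score from -0.102 to 0.011 in AECII. The labels do not say that a replicate number marks 1 animal. In the controls it cannot mark the same embryos in AECI and AECII, since same-numbered control arrays had opposite sex patterns. Deviations of same-numbered arrays correlated at -0.0378 to 0.0399 for 3 pairs of groups and -0.103 for the controls of AECI and AECII. Over genes brighter than the median gene they ran from -0.0851 to 0.122 (experimental AECI and AECII) and were -0.207 for those controls. With 2 arrays per group, controls of crossed number, which had like sex patterns, correlated positively by the same size. The replicate number as a replicate block joins control arrays of opposite sex pattern. With it the sort counts were 311 and 276, and the AT1 score in AECII passed (-0.288). With crossed numbers in the AECII controls as a block they were 215 and 200. Dim genes, with a median SD up to 0.501, limit what these arrays can show.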

Other observations

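The red cell test, the test of male embryos against the erythroid pattern and the genes named here were chosen after their values were seen. Hspa1a and Hspa1b, which encode inducible heat shock proteins, differed between replicates of the experimental groups. Hspa1a read 10.44 and 10.36 in experimental replicate 2 of AECI and AECII, and 12.79 to 13.93 on the other 6 arrays. Hspa1b read 9.80 and 9.56 on those 2 arrays and 12.13 to 13.55 on the others. Hsp90aa1, also a heat shock gene, read 11.26 and 11.63 on those 2 arrays and 11.40 and 11.65 in experimental replicate 1. Rtp4, an interferon response gene, read 9.42 and 8.80 on the arrays of male pattern and 5.65 to 6.83 on the others. H19 was lower in AECII than AECI by 2.10 (SE 0.27, limma adjusted p = 0.0213) in control and by 2.37 (SE 0.27, adjusted p = 0.0162) in experimental lungs. Igf2, its imprinted neighbour, differed by 0.12 and -0.57 (adjusted p = 0.904 and 0.337). Ddc, a list member of the neuroendocrine markers, was lower in AECII by 3.98 (SE 0.25) in control and 3.89 (SE 0.25) in experimental lungs.

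Erythroid transcripts were lower in the experimental arrays of both populations, with Hba-a1 at 14.96 and 11.18 in control and experimental AECI and 15.30 and 12.29 in AECII. The 2 arrays of male pattern do not account for this, since the mean difference of Alas2 and the adult globins without them was -3.29 or lower in both populations (spread 0.257). Less red cell RNA in the experimental sorts may account for it, the globin medians being -3.08 or lower. However, Slc4a1, Car2 and Fech, the other 3 erythroid members above the median gene, had a median of -0.108 in AECII (SE over the 3 members 0.499). Slc4a1 itself read 8.31 and 8.70 in control and 7.20 on both experimental AECII arrays, while its AECI groups overlapped. The 3 members go both ways, so a different red cell content and a change tied to the litter or genotype cannot be told apart. Of the 19 measured erythroid members 9 lay above the median gene in the controls, and 0 were in another list.

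Genotype differences of AECI and AECII were correlated across genes. A shift that depends on signal level does not account for this, since r was 0.136 after a lowess fit on mean signal. The 200 neighbours of Fgfr2 did not stand out as a set. Their median absolute change lay at percentile 73.9 of 10000 random sets matched on signal. A median can miss a few changed genes, and r was not computed without the neighbours. This test therefore does not decide whether DNA around the targeted locus takes part in the correlation. Male embryos among the controls could be part of it: r was 0.0863 without those arrays, close to 0.0695, or 0.5 of its value. The SD of r over the fits without 1 array was 0.0294. It was also 0.092 without AECI experimental replicate 1 and 0.097 without AECII experimental replicate 2, both of female pattern. Male embryos therefore cannot be told apart from an effect of genotype or of single arrays, and the separate control litters stay open for the whole pattern. Animals shared by AECI and AECII arrays stay open as well, since the labels do not exclude them. Hspa1a was low (10.44 and 10.36) only in experimental replicate 2 of both populations. Rtp4 was high (9.42 and 8.80) only on the arrays of male pattern.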
